A study of Mus musculus with 9 samples. Its data were reported in "Resf1 is a compound G4 quadruplex-associated tumor suppressor for triple negative breast cancer" (2024).

How the data were processed

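RNA-seq was performed on total RNA of mouse 6DT1 cells, a mammary tumor line derived from an MMTV-Myc tumor and syngeneic to FVB/NJ mice. The cells carried a scramble hairpin (shControl, the shScramble control) or 1 of 2 shRNAs against Resf1 (shH4 and shH6). Each of the 3 groups held 3 libraries, which the labels number 1 to 3. The libraries of a group were separate dishes of 1 transduced line, so the line and the hairpin were the same thing in this design, and the SD between libraries did not include the variation between transductions.

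The authors aligned the reads with STAR in Partek Flow, normalized them by median ratio and tested them with DESeq2 at an FDR of 0.05 or less. The build and annotation used for the mouse libraries, the counting step and its use of strand were not stated in the methods that were read. The deposited values were a signal per gene: estimated read counts divided by a size factor per library, not raw counts. This was read from the values. Below 150 normalized counts, the values of a library stepped by 1 over a constant, and 75.0% of them were whole multiples of that step. The other values were fractions of a read, so whole reads were not recovered for nearly all genes and no count-based test was run. The design fixed beforehand had assumed raw counts and a count-based test. The test that the unit needs was used in its place.

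The steps gave size factors from 0.802 in shH6 replicate 3 to 1.46 in shControl replicate 1. The estimated reads in the listed genes ran from 10.5 M in shH6 replicate 3 to 19.9 M in shControl replicate 1, a ratio of 1.90. These totals covered the listed genes, not whole libraries, and no molecular identifiers were used here. All 9 value columns matched a sample, and none was left over. Replicates of a group differed by more than sampling noise in all 9 pairs, with a chi-square per gene between 2.52 and 7.47, so no library was counted as a copy of another.

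The table used here held 5301 genes by Ensembl identifier. Of these, 5258 (99.2%) matched GENCODE M21 and took their symbol, type, transcript length and GC content from it. The other 43 kept their identifier. Length and GC content were those of the longest annotated transcript of a gene. GENCODE M21 describes GRCm38, and its coordinates were printed only for sequence matches of the shRNAs. The table held a selected part of the genes: all 5301 moved in the same direction in both hairpins, and all 5301 had an adjusted p-value under 0.05 for the mean of both hairpins against shControl. The highest p-value of that test was 0.0223. The rule behind the selection was not stated. Every count, overlap, correlation and gene-list test against shControl was therefore made on genes that had already been selected for a difference from shControl. The comparison of shH6 with shH4 was limited too, because no listed gene moved in opposite directions in the hairpins. Genes outside the table were not analysed here.

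Values were tested as log2(value + 1) with limma 3.58.1 in R 4.3.3. One model with a mean per group was fitted to all 9 libraries, followed by empirical Bayes moderation with a trend on the mean, and p-values were adjusted by the Benjamini-Hochberg method over all 5301 genes. Fold changes were on the log2(value + 1) scale, which understates the change of genes with low values. No filter on low values was applied. The comparisons were shH4 against shControl, shH6 against shControl, the mean of both hairpins against shControl, and shH6 against shH4. The 8 gene lists were written by hand before the data were examined, as were the test settings, most of the alternative settings and the rule for naming genes. Lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 8 lists and 2 hairpins (16 tests), with fry as the alternative. Camera set each list against the other listed genes.

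Genes were named by a rule. The first part was a preset list of 20 symbols, of which 5 were in the table. The second part was the 4 genes that rose most and the 4 that fell most among genes called in the same direction by both hairpins, ranked by the smaller of the 2 changes, with the 6 KD libraries all on one side of the 3 shControl libraries. The third part was the 3 genes highest and the 3 lowest in shH6 relative to shH4, with an adjusted p-value under 0.05 and no overlap between the libraries. The rule set a minimum level of 10 CPM, which was taken here relative to the column total over the listed genes, since whole-library totals were not used here.

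The fit was tested on simulated libraries of the 5301 genes with 200 changed genes. It recovered 100.0% of these for shH4 and 99.5% for shH6, with 4.31% and 6.57% false calls, and called 0 genes between the hairpins, where none had been changed. The simulated changes were larger than those of most listed genes, and were given only to genes above a minimum shControl level. Recovery of changes near the observed medians, 1.203-fold in shH4 and 1.21-fold in shH6, was therefore not tested. In the list test, a shifted list of 50 genes was called in both hairpins and 0 of the random lists were. Unchanged groups that shared the shControl libraries were simulated 100 times.

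The alternatives were a filter of 10 normalized counts in every library, a fit of only the 2 groups compared, the replicate number as a block, leaving out each of the 9 libraries, and fry. After the data were seen, pseudocounts of 0.1 and 5, scaling by the column total, the upper quartile or the median ratio over the listed genes, moderation without a trend, and library weights were added. Sequence matches were made with blastn 2.17.0, and other computations with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.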

Results

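To examine the transcriptome after Resf1 depletion, RNA-seq of 6DT1 cells with the H4 or the H6 shRNA was compared with the shScramble control. The table covered 3 groups of 3 libraries and 5301 genes, in normalized counts. The estimated reads in these genes were 19.9, 11.5 and 12.3 M in the shControl libraries, 13.5, 12.3 and 13.6 M in the shH4 libraries and 17.3, 12.7 and 10.5 M in the shH6 libraries. The median coefficient of variation between replicates was 3.97% in shControl, 4.29% in shH4 and 4.55% in shH6. The first principal component held 73.9% of the variance and separated shControl from both KD groups, and the second held 9.58% and separated shH4 from shH6. The listed genes had been selected for a difference from shControl, so the first of these separations was built into the table. The identifier with the highest values, ENSMUSG00000118866, held between 7.73% and 9.75% of the column total and had no symbol in the annotation.

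Both hairpins were matched to the Resf1 transcripts of GENCODE M21. Resf1 (ENSMUSG00000032712) lies on the plus strand of chromosome 6, from 149309414 to 149335663 (GRCm38). The H4 sequence TTTCGATTTGTAACATAGGTC is the reverse complement of GACCTATGTTACAAATCGAAA, which lies on chromosome 6 from 149327436 to 149327456. This site is in the coding sequence, in exon 3 of the 6066-base transcript, and was found in 5 of the 11 annotated transcripts. The H6 sequence AAACAACCAAGTTACCTCAGG is the reverse complement of CCTGAGGTAACTTGGTTGTTT, on chromosome 6 from 149335414 to 149335434. That site is in the 3′ UTR, in exon 5 of the same transcript, and was found in 2 of the annotated transcripts.

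**Figure D1:**
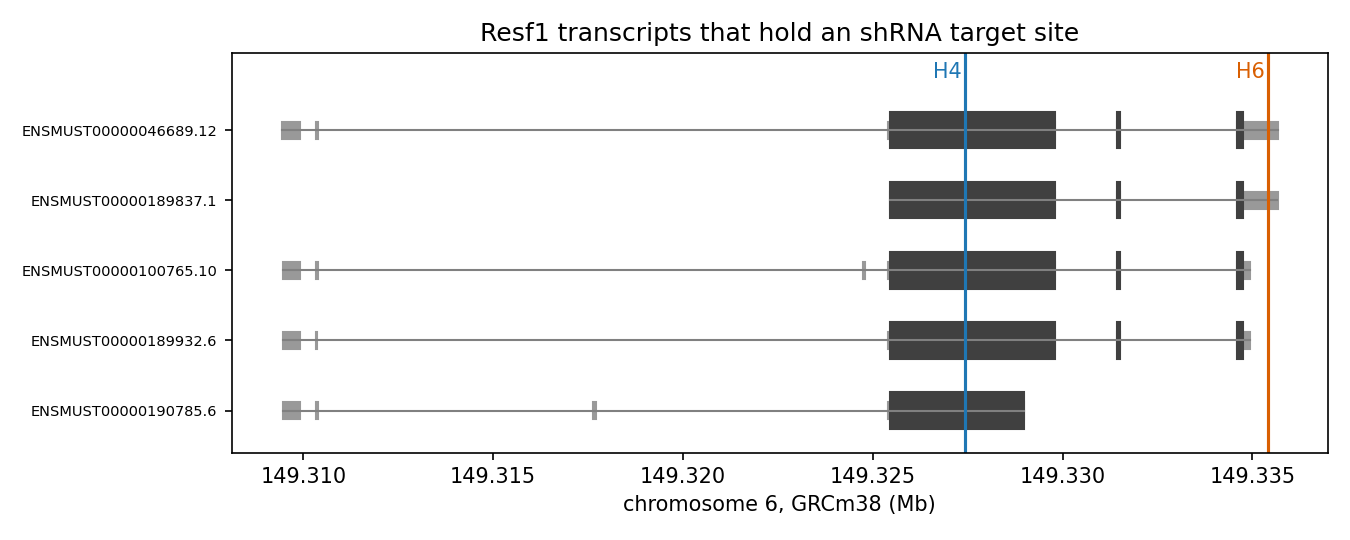
Resf1 transcripts of GENCODE M21 that hold a target site, along chromosome 6 of GRCm38 in Mb, with coding exons as tall boxes, untranslated exons as low boxes and the H4 and H6 sites as vertical lines. The H4 site lies in the coding exon of all 5 transcripts drawn, and the H6 site lies in the 3′ UTR of 2 of them.

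Resf1 was measured first as a check of the labels. It was at 1585 ± 29.3 normalized counts in shControl, 982 ± 31.7 in shH4 and 1121 ± 8.88 in shH6 (SD, n = 3 each). The mean was 38.1% lower in shH4 and 29.3% lower in shH6, and all 6 KD libraries were below all 3 shControl libraries. The log2 fold change was −0.69 (SE 0.043, limma adjusted p = 2.34e-09) for shH4 and −0.50 (SE 0.043, limma adjusted p = 8.72e-08) for shH6. The alternative that moved these most was scaling by the upper quartile, with −0.75 and −0.55. Resf1 was higher in shH6 than in shH4 by 0.19 on the log2 scale (SE 0.043, limma adjusted p = 0.00984).

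The number of genes that differed from shControl was determined for each hairpin. In shH4, 5074 of the 5301 genes had a limma adjusted p-value under 0.05, with 2610 higher and 2464 lower. In shH6, 5092 did, with 2605 higher and 2487 lower. For the mean of both hairpins, all 5301 did, with 2712 higher and 2589 lower. The count that moved most was that of shH4, which was 4616 after scaling by the upper quartile. That scaling also changed which direction held more genes, with 2041 higher and 2575 lower in shH4 and 2133 higher and 2574 lower in shH6. These counts describe a table selected for such differences and give no share of the transcriptome. The changes were small. The median change was 1.203-fold in shH4 and 1.21-fold in shH6. In shH4, 49.2% of the genes changed by less than 1.2-fold, 38.3% by 1.2 to 1.5-fold and 3.89% by more than 2-fold. In shH6, these shares were 48.0%, 38.9% and 3.999%.

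The hairpins were then compared with each other. All 5301 genes moved the same way in both, and 4865 were called the same way by both, 2503 higher and 2362 lower, with a median change of 1.21-fold. The log2 fold changes had a Pearson correlation of 0.917 across genes, which are not independent replicates. In 100 simulated sets of unchanged groups that shared the controls, the correlation averaged 0.499 and 66.6% of the genes had the same sign, while 0.03 genes on average were called by both. These simulated genes had passed no selection, so their number has another denominator than the 4865. Those simulated genes were then selected for a shared direction and a p-value of at most 0.0223 for the mean of both hairpins. The correlation rose to 0.890, with a range from 0.776 to 0.947, which includes the observed value. The actual rule of selection was not known. In the direct test, 438 genes differed between shH6 and shH4 with a limma adjusted p-value under 0.05, 206 higher and 232 lower in shH6. With library weights, 684 genes did, and without shH6 replicate 1, 287 did. Scaling by the column total changed the split to 263 higher and 191 lower among 454 genes.

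Among the preset genes, Rpl22 (ENSMUSG00000028936) fell from 8012 ± 301 normalized counts in shControl to 5613 ± 69.3 in shH4 and 5613 ± 249 in shH6 (SD, n = 3 each), a log2 fold change of −0.51 in each (SE 0.038; limma adjusted p = 1.72e-08 and 1.68e-08). Myc (ENSMUSG00000022346) fell from 11492 ± 899 to 8978 ± 431 in shH4 and 9351 ± 867 in shH6, with log2 fold changes of −0.35 and −0.30 (SE 0.061 each; limma adjusted p = 8.04e-05 and 0.000332). The line derives from an MMTV-Myc tumor, and whether reads of the Myc transgene were counted in this gene was not tested. Setdb1 (ENSMUSG00000015697) and Actb (ENSMUSG00000029580) were higher by 0.12 and 0.13 in shH4 and by 0.11 and 0.12 in shH6 on the log2 scale, with limma adjusted p-values of 0.00815 and 0.00760 in shH4 and 0.00997 and 0.0122 in shH6. After scaling by the upper quartile, none of these 4 changes passed the threshold. The log2 fold changes were then 0.056 in shH4 and 0.061 in shH6 for Setdb1 (limma adjusted p = 0.161 and 0.129) and 0.070 and 0.068 for Actb (limma adjusted p = 0.116 and 0.123). The other preset genes were not analysed here.

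**Figure D2:**
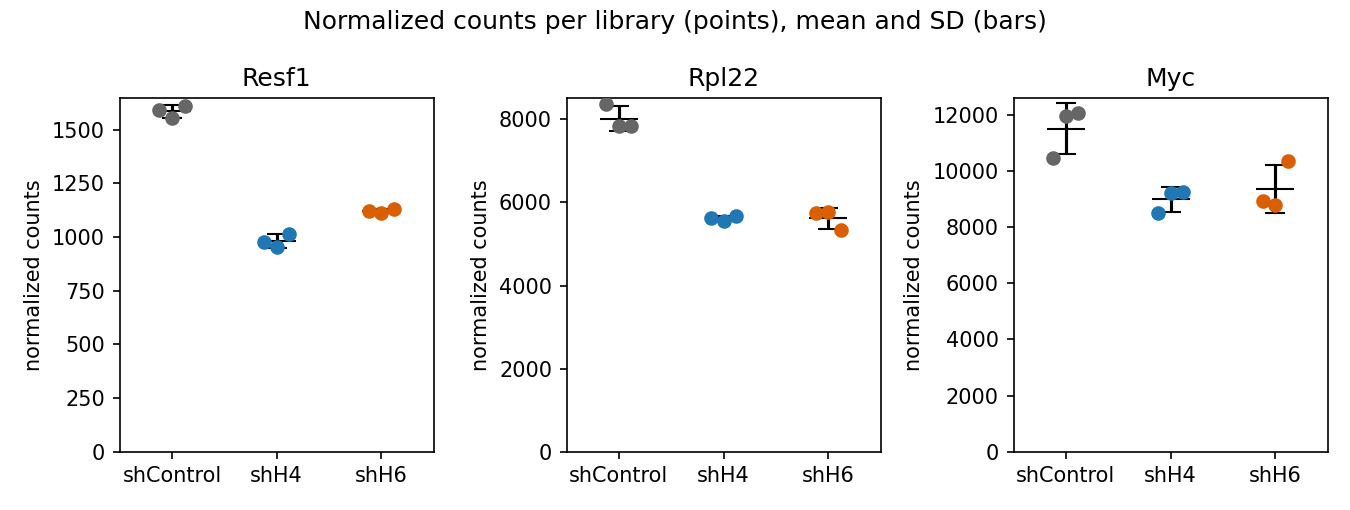
Normalized counts of Resf1, Rpl22 and Myc in each library (points) by group, with the mean and SD of 3 libraries as bars and axes that start at 0. The 6 KD libraries lie below the 3 shControl libraries for each of the 3 genes.

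The genes that changed most in both hairpins were identified by the preset rule, which 3998 genes met. Chance alone puts all 6 KD libraries on one side of all 3 shControl libraries in 2.38% of genes, and the listed genes had been selected for such differences. The 4 that rose most were Cxcl5, Dennd2a, Prl2c3 and Il24. Cxcl5 (ENSMUSG00000029371) rose from 85.2 ± 12.05 normalized counts to 250 ± 10.7 in shH4 and 291 ± 17.3 in shH6 (SD, n = 3 each), with log2 fold changes of 1.55 and 1.77 (SE 0.10 each; limma adjusted p = 5.26e-09 and 1.56e-09). The log2 fold changes in shH4 and shH6 were 1.47 and 1.39 for Dennd2a, 1.68 and 1.34 for Prl2c3, and 1.34 and 1.28 for Il24. The 4 that fell most were Naip2, Rasgef1a, Tcn2 and Cd68. Naip2 (ENSMUSG00000078945) fell from 301 ± 16.6 to 83.5 ± 0.305 in shH4 and 38.9 ± 7.74 in shH6, with log2 fold changes of −1.84 and −2.94 (SE 0.14 each; limma adjusted p = 1.40e-08 and 9.60e-11). The log2 fold changes were −1.61 and −1.69 for Rasgef1a, −1.60 and −1.89 for Tcn2, and −1.50 and −1.57 for Cd68. Prl2c3 and Naip2 belong to families of similar genes whose reads the counting could have split, so their values are uncertain. Relative to its mean, Il24 varied most of these in shControl, at 57.3 ± 18.7.

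Of the 438 genes that differed between the hairpins, 387 met the rule on libraries and level. Chance alone keeps 3 libraries apart from 3 others in 10% of genes. Among these, the 3 highest in shH6 relative to shH4 were Aldh3a1, Ephb2 and Ccn3, by 0.95 (SE 0.098), 0.93 (SE 0.093) and 0.85 (SE 0.13) on the log2 scale, with limma adjusted p-values of 1.55e-05, 1.23e-05 and 0.000529. Aldh3a1 was at 332 ± 25.8 normalized counts in shControl, 129.5 ± 14.9 in shH4 and 251 ± 17.5 in shH6 (SD, n = 3 each). The 3 lowest were Cdh5, Eya1 and 3830417A13Rik, at −2.86 (SE 0.22), −1.03 (SE 0.15) and −0.84 (SE 0.086), with limma adjusted p-values of 6.31e-07, 0.000348 and 1.55e-05. Cdh5 (ENSMUSG00000031871) was at 21.4 ± 6.26 in shControl, 163 ± 18.7 in shH4 and 21.7 ± 3.86 in shH6, and its change in shH6 was not past the threshold (log2 fold change 0.050, limma adjusted p = 0.818).

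To assess programs of interest to the study, 8 gene lists were examined with camera over their listed members. Of 79 cytosolic ribosomal protein genes, 58 were listed and 56 of these were lower in each hairpin. Their median log2 fold change was −0.17 in shH4 and −0.20 in shH6 (limma camera adjusted p = 7.51e-07 and 6.55e-08). With the p-values adjusted over the list alone, 57 members passed 0.05 in each hairpin, as over all genes. Scaling by the upper quartile moved the medians most, to −0.23 and −0.25. Ribosome biogenesis genes were higher, with 30 of 33 listed members rising and medians of 0.22 and 0.21 (limma camera adjusted p = 2.83e-05 in each). MYC-induced genes were higher, with 38 of 41 listed members rising and medians of 0.22 and 0.24 (limma camera adjusted p = 1.58e-06 and 7.51e-07), while the counts assigned to Myc were lower. Interferon-stimulated genes were lower, with 26 of 28 listed members falling and medians of −0.47 and −0.51 (limma camera adjusted p = 2.94e-05 and 9.68e-06). These calls held under fry. The ribosome biogenesis and MYC-induced lists had the same highest log2 fold change in shH6, 0.734. They therefore appear to share members and are not separate findings. Camera set each list against the other listed genes, which had themselves been selected for a change.

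The other lists gave weaker results. All 6 listed epithelial genes of 34 were lower, with medians of −0.36 in shH4 and −0.23 in shH6, and only the shH4 value passed the threshold (limma camera adjusted p = 0.00886 and 0.0632). The difference between the hairpins was not past the threshold (median 0.10, adjusted p = 0.161). Mitochondrial ribosomal protein genes, with 16 of 78 listed and 13 higher, had medians of 0.20 and 0.20 (limma camera adjusted p = 0.0911 and 0.0712). Mesenchymal genes, with 12 of 59 listed and 7 higher, had medians of 0.25 and 0.25 (limma camera adjusted p = 0.410 and 0.369). Unfolded protein response genes, with 22 of 34 listed and 13 lower, had medians of −0.13 and −0.19 (limma camera adjusted p = 0.218 and 0.174). All these passed 0.05 under fry, which tests for a shared shift of the members without setting them against other genes. The listed genes had been selected for a change, so passing fry does not set these lists apart from the other listed genes. With few members listed, the epithelial, mesenchymal and mitochondrial ribosomal values stand for the listed part of each list.

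**Figure D3:**
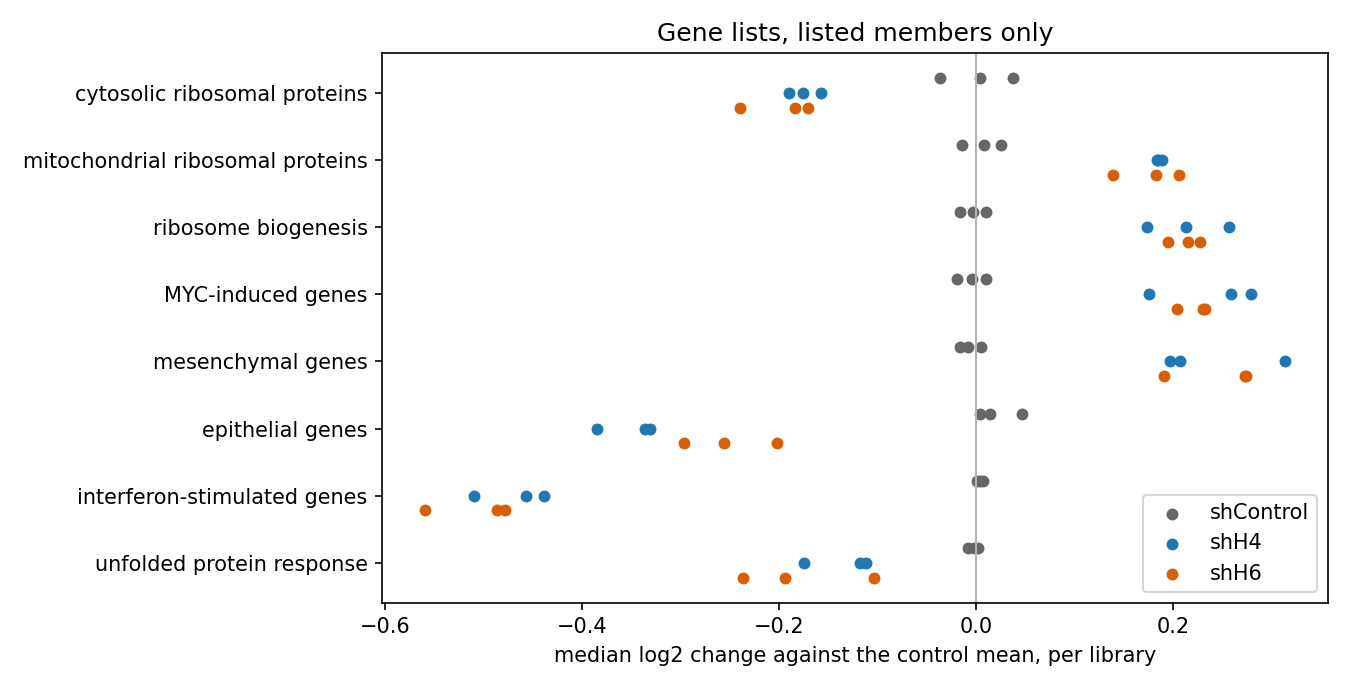
Median log2 change of the listed members of each gene list against the mean of the shControl libraries, with 1 point per library and a color per group. The 6 KD libraries lie below the 3 shControl libraries for the cytosolic ribosomal protein, epithelial, interferon-stimulated and unfolded protein response lists, and above them for the other 4.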

Values the study reported

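The study described the effect of RESF1 depletion on the transcriptome as relatively modest, with typical changes of 1.2 to 1.5 fold. It called transcripts different at an FDR of 0.05 or below.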

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

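The tests of GC content, of a single shH6 library and of other splits were chosen after the number of differing genes was seen, and the tests of seed matches and of library depth before their result was seen. The limit first set for the seed test would have excluded that explanation. Its reading was changed to open after the value was seen.

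Between the 2 hairpins, 438 genes differed in the direct limma test, in spite of the shared target. All listed genes moved the same way in both hairpins, so genes changed by 1 hairpin only may have been left out. The 438 and the tests below describe the listed genes alone. In fits of the 6 KD libraries alone, 1 of the 10 splits, the real one, gave as many genes (378), and 10 splits cannot give a share under 0.05. The difference did not rest on shH6 replicate 3, the library with the fewest reads, since 397 genes were called without it. Without shH6 replicate 1 the number was 287. It was not a matter of low levels, since the genes that differed had a median of 923 normalized counts against 947 for all listed genes. A GC trend was present, with a rank correlation of 0.130 between GC content and the difference across genes. Its removal was tested on the 5258 genes with a known GC content, whose calls were made separately from the 438. There, 449 genes were called before the removal and 480 after it. Of the 449, 420 (93.5%) were kept, which argues against GC content as the whole cause. Off-target repression by the shRNA seeds, bases 2 to 8 of the guide strand, stays open. Genes with a 3′ UTR site for the H4 seed only (63) lay 0.0067 higher on the log2 scale, in the direction that off-target repression would give, than genes with a site for the H6 seed only (492). That shift was at the 95.4 percentile of 500 shuffled seed pairs, which is near the edge of chance and very small. A difference between the 2 transduced lines that is unrelated to the hairpins cannot be excluded either, because each hairpin was represented by 1 line.

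Resf1 itself was higher in shH6 than in shH4 by 0.19 on the log2 scale, so the hairpins also differed in the depth of the KD. The genes that differed most among those that met the rule on level and libraries did not all follow that order. Aldh3a1 (0.95), Ephb2 (0.93) and Ccn3 (0.85) were higher in shH6, and Cdh5 (−2.86), Eya1 (−1.03) and 3830417A13Rik (−0.84) were lower. Ephb2, Ccn3 and 3830417A13Rik changed more in shH6, the weaker KD, whereas Aldh3a1, Cdh5 and Eya1 changed more in shH4. A graded response to Resf1 would put the larger change in shH4, so it does not cover the first 3. These 6 were the extremes under that rule only, and they exclude nothing for the rest. Outside the rule, Naip2 (−1.10) differed by more than all of these 6 except Cdh5. Naip2 was below the level in both KD groups and also changed more in shH6.

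The cytosolic ribosomal protein list was lower in shH6 than in shH4 by a median of −0.039 on the log2 scale. Camera gave an adjusted p-value of 0.0489, just under the threshold, and fry gave 0.553. The gap rested mainly on shH6 replicate 3, whose list median was −0.240 against the shControl mean. The medians of shH6 replicates 1 and 2 (−0.184 and −0.171) lay within the shH4 range, −0.190 to −0.158. Without shH6 replicate 3, the median log2 fold change against shControl moved from −0.201 to −0.174 in shH6, and was −0.165 in shH4. The other explanations tested for the 438 genes were not tested separately for this list.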

How the results depend on the processing

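Of the 25 main results under 20 alternatives, 472 of 487 values kept their direction and their side of the threshold or stayed within the set limits, and 0 reversed. Count-based tests with trimmed-mean, relative-log or library-size scaling had been planned and were not run, because the values were not counts. A test without a filter was not run as a separate alternative, because no filter was applied.

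Among the gene counts, the number of genes that differed between shH6 and shH4 was the least stable, at 438. It ran from 287 to 422 across the 9 fits that each left out one library, with the lowest values without shH6 replicate 1 (287) and without shH4 replicate 1 (290). Fewer libraries in a group explain a fall by construction. Library weights gave 684, and the cause was not tested. The median change of genes called by both hairpins, 1.21-fold, ran from 1.21 to 1.23 across the fits that left out one library, and was 1.24 after scaling by the upper quartile, which shifts all genes.

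Fry, unlike camera, tests a list without setting it against the other listed genes. Under fry, mitochondrial ribosomal protein genes (0.20 in shH4 and 0.20 in shH6) and mesenchymal genes (0.25 and 0.25) passed the threshold. Unfolded protein response genes (−0.13 and −0.19) and epithelial genes in shH6 (−0.23) also passed the threshold under fry. The epithelial list in shH6 also passed it with library weights (−0.27) and without shH6 replicate 2 (−0.21, in a range from −0.28 to −0.21 over the fits that left out one library). The cause was not tested. The filter of 10 normalized counts moved it the other way, to −0.13 with an adjusted p-value of 0.0845, and tests fewer genes by construction. Over all alternatives for this list in shH6, the adjusted p-value ran from 0.000115 to 0.0845.

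The replicate number of the labels was tested as a block. The deviations of same-numbered libraries had correlations from −0.15 to 0.11, and 1 of the 9 pairs was over 0.1, so the numbers did not pair the libraries. With the block, 405 genes differed between the hairpins, 5054 in shH4 and 5074 in shH6, and the epithelial list in shH6 passed the threshold (−0.23, adjusted p = 0.0482).

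Of the 30 values of other named genes, 7 alternatives of 570 lost a call, all of them scalings of Setdb1 and Actb with adjusted p-values from 0.0541 to 0.161, and 0 reversed. The 3 scalings moved the median of all genes by at most −0.061 on the log2 scale and reversed the direction of 0 genes for the mean of both hairpins and of at most 3 genes for a single hairpin, in comparisons for which the genes had been selected. Between shH6 and shH4, they reversed 346 genes (column total), 210 (upper quartile) and 128 (median ratio over the listed genes) of the 5301.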

Other observations

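The tests of selection, S-phase genes, neighbouring genes, Lars2 sequence and shH4 replicate 3 were chosen before their result was seen. The tests of length, GC content, scaling, shared reads, single libraries and splits were chosen after the trend or the pattern was seen.

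The agreement between the hairpins is limited by the selection of the listed genes. Unchanged groups selected for a shared direction and the table's highest p-value gave a mean correlation of 0.890, close to the observed 0.917. The correlation may therefore be no more than what selection gives. The actual rule was not known, so the simulated selection may differ from it. No listed change was smaller than 0.0495 in shH4 or 0.0497 in shH6 on the log2 scale, and the simulation set no such minimum. Of 5301 simulated unchanged genes, the simulated selection kept 117 on average and 145 at most. That is 2.21% on average and 2.74% at most, so chance alone would need a starting set far larger than the table to leave all 5301 listed genes. The listed genes are what a selection had left of a larger set whose size was not used here. The observed counts therefore cannot be set directly against the simulated ones, and how many genes chance adds to them stays open. A difference between the lines that is unrelated to Resf1 stays open too. For shH4 and for shH6, 1 of 10 splits of the 6 libraries, the real one, gave as many genes, and 10 splits cannot give a share under 0.05. For both hairpins together 1 of 84 splits did, but the listed genes had been selected for the real split, so that number decides nothing.

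Cytosolic ribosomal protein transcripts were lower in 96.6% of the listed members. Short transcripts tended to fall, and other genes of the same length fell in 63.5% of cases over 1000 draws, with 86.2% as the highest draw. By their longest annotated transcript, the members had a median of 1031.5 bases. If shorter transcripts were expressed, this matching would understate the part of length. Genes of the same GC content fell in 48.7%. Scaling did not reverse the list, whose highest median under the 3 scalings and both hairpins was −0.14. These values argue against annotated length, GC content and scaling as the whole cause. Reads shared with ribosomal protein pseudogenes cannot be told apart from a change of the genes, because 0 of the 4 members below 2000 normalized counts had whole reads in most libraries.

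Replication-dependent histone genes were all higher, 53 of 53 listed, with median log2 fold changes of 0.27 in shH4 and 0.35 in shH6. Genes of the same length rose in 24.3% and genes of the same GC content in 49.5% of cases, which argues against both trends. A hypothesis is that the KD cultures held more cells in S phase. A list of 57 S-phase genes, written after the histones were seen, had 41 members in the table and all 41 rose, with medians of 0.29 and 0.34, above all 10000 random lists matched on level. This is consistent with the hypothesis, but culture density or growth at harvest would give the same, and cell cycle was not measured. Reads shared between histone paralogs stay open, since 1 of the 5 histone genes below 2000 normalized counts had whole reads in most libraries (it rose, 1 of 1).

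Interferon-stimulated genes were lower in 26 of 28 listed members in both hairpins. Of the 27 protein-coding members, 92.6% fell, against 50.9% of genes of the same length and 47.5% of genes of the same GC content. The median stayed at −0.43 or lower in every fit that left out one library and in both hairpins, so no single library explains it. Whether the hairpins lowered these genes or the scramble control line raised them cannot be told apart, because there was 1 control line and no untransduced line was analysed here.

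Neighbouring listed genes moved in the same direction in 53.5% of cases, above the highest of 10000 shuffles, 52.7%, and also without histone and ribosomal protein genes (53.6% against 52.5%). A copy number change in a transduced line may contribute, but neighbouring genes that are regulated together would give the same, and the excess was small. The share of higher genes ran from 46.1% to 62.4% over 20 chromosomes.

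Longer transcripts were higher more often. Among protein-coding genes, 40.6% of the shortest 10% and 69.2% of the longest 10% were higher, with a rank correlation across genes of 0.141. Without ribosomal protein genes it was 0.136, so those genes do not explain the trend. RNA quality and other biological or technical causes were not tested.

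Lars2, singled out after its values were seen, varied within shH4, with 569, 699 and 4335 normalized counts, while shControl had 580, 375 and 713 and shH6 had 3564, 3005 and 5203. Of 3109 genes at 500 to 5000 normalized counts, 0 others lay 2-fold or more from both other shH4 libraries in shH4 replicate 3, so a general difference of that library is not the cause. Reads from ribosomal RNA-like sequence are a candidate explanation that stays open. A Lars2 transcript matched an annotated ribosomal RNA over 0 bases, but the annotation used holds few ribosomal RNA genes, and the closest match was 98.6% over 72 bases of Gm15564.

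All 15 listed snoRNAs and both listed scaRNAs were lower, as were 4 of 4 mitochondrial mRNAs, whereas the 1 listed snRNA was higher. No explanation was tested for these.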
